A study of Homo sapiens with 24 samples.

How the data were processed

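RNA sequencing of total RNA, extracted with Trizol, was available for 24 libraries: 2 lines (T47D-Y and T47D-co), EtOH or R5020, and water or IFN, with 3 biological replicates in each of the 8 groups. Per the submitters' processing notes the reads were handled with TopHat2 2.0.12 and Cufflinks 2.2.1 on the human build GRCh37, also called hg19. The labels' protocols name an Illumina MiSeq. Groups were taken from the labels.

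The deposited table gives 25541 genes or merged loci by 24 libraries, with a symbol and a locus for each, and its unit is not stated per the file headers. The deposited values were therefore treated as a signal, and their unit was read from the numbers. In each library, 97.5 to 98.6% of the values of genes alone at their locus were whole multiples of 1 step, to a tolerance of 0.05 of a step, and the steps ranged from 0.637 to 1.36. The values thus equal estimated fragments divided by a size factor per library, not FPKM. Over all genes only 60.2 to 63.4% of values were whole multiples, because fragments at shared loci had been divided between genes, so no test that needs whole counts was run. The steps had a geometric mean near 1 within each of 4 blocks of 6 libraries, 1 block per line and IFN state, so libraries of different blocks were not on 1 scale. The deposited factors were undone and replaced by median-of-ratios factors over all 24 libraries, computed on 14209 genes with a mean of at least 50 fragments. Against these, the deposited scale shifts the 4 blocks by 0.274, -0.206, 0.0509 and -0.133 on the log2 scale.

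Depth was 14,141,266 to 33,607,500 estimated fragments per library. A symbol stood alone in 22030 entries, and 3511 had merged names, of which 2102 held 1 protein-coding gene by GENCODE v29 gene types and were named by it. The other 1409 were tested but belong to no single gene. Of all entries 12589 were alone at their locus and 12952 shared it. A further 28 entries under 11 repeated symbols were left out, since 9 of the 11 held equal values within 3 of the blocks and 0 in the fourth, T47D-Y with water. IRF9 and PER1, which the naming rule lists, lie in merged loci and were not analysed here. Of the antigen presentation list 9 of 21 genes were tested, and most genes of the MHC region were not analysed here.

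Values were analysed as log2(scaled fragments + 1) in R 4.3.3 with limma 3.58.1, after parsing in Python 3.11.15. Entries with at least 10 scaled fragments in at least 3 libraries were tested, 20159 in all. A fit of 8 group means over the 24 libraries (16 residual and 8.05 prior degrees of freedom, variance trend) gave 13 comparisons: IFN in each line, R5020 in each line and IFN state, the line differences, and the interactions of R5020 with IFN, line with IFN and line with R5020. IFN in each line among libraries given R5020 was fitted as well, outside these comparisons. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, two-sided. The fixed design had assumed FPKM, so its minimum of 1 FPKM became 10 scaled fragments, and its minimum of 5 FPKM for named genes became 50.

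Before the data were examined, 15 gene lists were fixed: antiviral interferon-stimulated genes, interferon signalling, antigen processing and presentation, chemokines and immune ligands, progestin and glucocorticoid response, oestrogen response and luminal genes, basal and mesenchymal genes, cell cycle, sterol and fatty acid synthesis, NF-kappaB targets, stress and immediate early genes, hypoxia, cell death and growth arrest, markers of other cell types, and mitochondrially encoded genes. The last had 2 of its 15 members tested and was not tested as a set. The other 14 were tested with limma's camera at a preset correlation of 0.01 over the 13 comparisons, 182 tests, adjusted within each comparison. Also fixed were the comparisons, the alternatives and the rule for named genes. That rule takes up to 8 genes with the largest rise and 8 with the largest fall that were called, reached 50 scaled fragments in 1 group and did not overlap between the groups' libraries, up to 4 called members of each list, and 16 genes of the progestin and interferon responses. Interactions take 5 in each direction. Non-coding and unnamed top entries were skipped, a few genes under the rule are not reported here, and some genes are repeated across comparisons where the rule named them for another.

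Since the IFN response and the R5020 response with IFN use the same IFN libraries, genes raised by IFN were chosen in 1 line (called and at least 2-fold) and followed in the other. Expected overlaps are products of the counts over 20159 genes. Within-group correlations were 0.983 to 0.988, and the first 4 principal components held 62.6, 15.4, 2.46 and 1.43% of the variance. The share of mitochondrial transcripts was 0.942 to 1.07% in 4 libraries that stand apart, all given water (T47D-Y EtOH replicate 1, T47D-Y R5020 replicates 1 and 2 and T47D-co EtOH replicate 2), and 3.17 to 4.74% in the other 20. In those 4, 1 merged mitochondrial entry is listed at 0, against 441618 to 725107 fragments elsewhere. Without it the share was 0.942 to 1.07% in the 4 and 0.707 to 1.16% over all 24. It was also the 1 entry that limma called between the 4 and the others, in a fit with the groups and a term for the 4.

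The procedure was tested on simulated data with 67, 67 and 66 genes changed 1.5-, 2- and 4-fold among 20159. For IFN in T47D-co it recovered 83.6, 88.1 and 98.5% of them, and 9 calls, 4.76% of all, were false. For the interaction of R5020 with IFN in T47D-co it recovered 71.6, 85.1 and 97.0%, with 11 false calls, 6.11%.

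The other settings fixed in advance were a pseudocount of 0.1, no filter, quantile normalization, a replicate block, a fit on only the groups compared, leaving out each library, an estimated correlation and a lower fold minimum for the IFN sets. Chosen after seeing the data were voom weights, the deposited scale and only genes alone at their locus. So were a minimum of 50 fragments, keeping the repeated symbols and a term for the 4 libraries with the merged mitochondrial entry at 0. Planned count-based tests were not run, because whole counts could not be recovered for all genes.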

Results

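Total RNA was sequenced from 24 libraries of the human breast cancer line T47D in 2 derivatives, T47D-Y, labelled as lacking progesterone receptor, and T47D-co, labelled as carrying it. Each line was given interferon-alpha (IFN, 20 IU per ml) or water for 18 hours, then the synthetic progestin R5020 (10 nM) or its ethanol vehicle (EtOH) for 6 hours. The 8 groups held 3 biological replicates each. Depth was 14,141,266 to 33,607,500 estimated fragments per library, with a median of 18,385,831. Levels are group means ± SD in scaled fragments per library, and fold changes are limma estimates ± SE on the log2(value + 1) scale over 20159 tested genes, with 3 libraries in every group. Replicates of a group correlated at 0.983 to 0.988 on the log2 scale, a measure across genes, which are not independent replicates. The highest correlation between libraries of different groups, 0.98782, lay above the highest within a group, 0.98758.

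PGR, the gene of the progesterone receptor itself, separated the lines in every library. In T47D-Y the 3 libraries given neither treatment held 709.1, 649.6 and 719.1 scaled fragments of PGR, those given R5020 held 466, 446 and 483, those given IFN held 642, 651.3 and 676.4, and those given both held 475.8, 468 and 418.3. In T47D-co the corresponding PGR values were 27960, 26310 and 25170 without treatment, 13720, 13250 and 12780 with R5020, 26820, 24900 and 26170 with IFN, and 11810, 11850 and 12040 with both. The untreated mean of PGR in T47D-Y was 2.62% of that in T47D-co. Among libraries given EtOH, IFN left PGR without a called change in either line. The log2 fold changes were -0.03 ± 0.05 in T47D-co and -0.08 ± 0.05 in T47D-Y. On the scale of the deposited values, which moves the typical gene with IFN, PGR was called lower in these libraries at -0.21 and -0.55. Among T47D-co libraries given R5020, PGR was lower with IFN (11810 to 12040) than with water (12780 to 13720). In T47D-Y given R5020 the values overlapped.

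**Figure D1:**
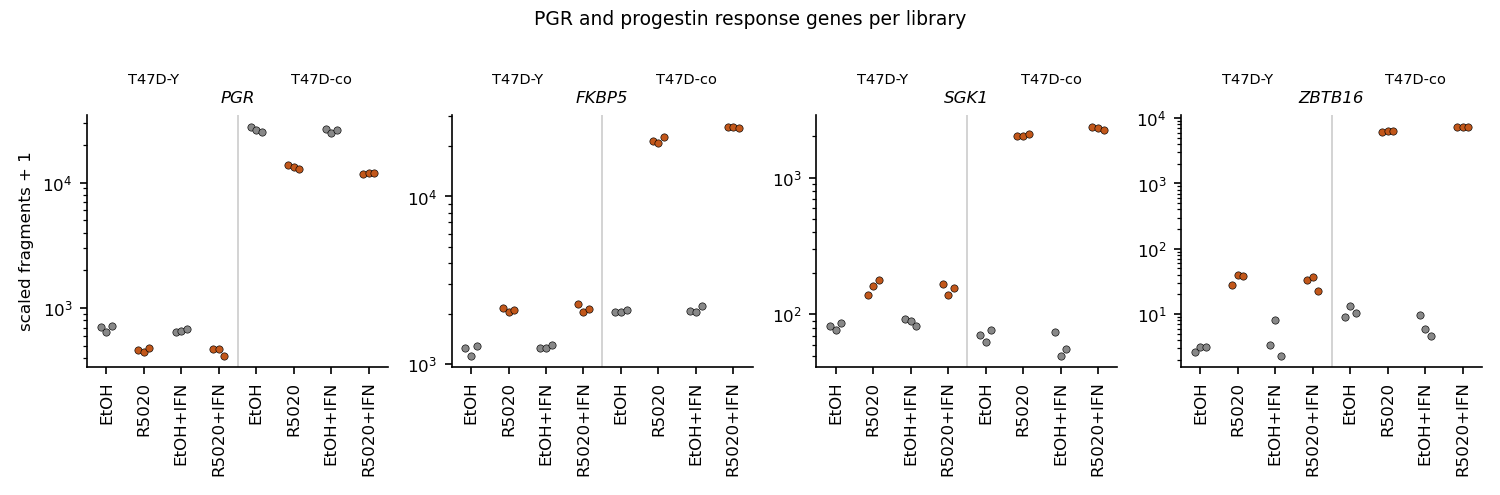
Scaled fragments plus 1 (log axis) of PGR, FKBP5, SGK1 and ZBTB16 in each of the 24 libraries, with 1 point per library, groups along the x axis, EtOH in grey and R5020 in orange. T47D-co libraries given R5020 hold means of 21580 and 25910 scaled fragments of FKBP5, against 2106 and 2155 in T47D-Y.

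The response of T47D-co to IFN was a rise of antiviral genes. IFI6, an interferon-induced mitochondrial protein, rose from 298.6 ± 3.27 to 3357 ± 171 scaled fragments, a log2 fold change of 3.49 ± 0.09. MX1, a GTPase that blocks viral replication, rose by 3.12 ± 0.14 and ISG15, a ubiquitin-like modifier, by 2.97 ± 0.15, from 65.6 ± 6.18 to 522 ± 41.9. Of the 51 measured antiviral genes, 46 rose and 0 fell, and 50 rose when adjusted over the list alone. The list's median log2 fold change was 1.44 (limma camera, Benjamini-Hochberg adjusted p = 3.46e-190; adjusted p = 1.51e-07 with an estimated correlation). Further members were the RNA sensors of the OAS family, OAS1 (3.04 ± 0.31) and OAS2 (3.04 ± 0.22), the translation inhibitor IFIT1 (2.83 ± 0.30), the helicase DDX60 (2.62 ± 0.12), IFI27 (2.88 ± 0.22) and XAF1 (2.48 ± 0.30). IFIT3 rose by 1.81 ± 0.41, but its call was lost in 4 of the 6 fits that left out a library, where it lay between 1.59 and 2.00. These were the fits without T47D-co EtOH water replicate 1 (1.59) or 3 (1.89) and without T47D-co EtOH IFN replicate 1 (1.79) or 3 (1.63). IFI6, MX1, OAS1, OAS2, IFIT1 and IFIT3 share their loci with other annotated genes, between which the authors' software divided fragments. The summed locus of IFIT1 and IFIT3 moved by 1.05 in T47D-co and 1.45 in T47D-Y, and that of OAS1 and OAS2 by 2.25 and 3.20.

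Genes of interferon signalling and antigen presentation moved less in T47D-co. Of 18 measured signalling genes 3 rose, also when adjusted over the list alone, among them the transcription factors IRF7 (0.73 ± 0.10) and STAT2 (0.40 ± 0.04). The list passed limma's camera test (Benjamini-Hochberg adjusted p = 3.85e-06; adjusted p = 0.000736 with an estimated correlation). In antigen processing and presentation 5 of 9 measured genes rose, or 6 adjusted over the list alone, among them B2M, the light chain of MHC class I (0.47 ± 0.05), and the proteasome activator genes PSME1 (0.32 ± 0.05) and PSME2 (0.48 ± 0.08). The list had a median of 0.468 (limma camera, Benjamini-Hochberg adjusted p = 1.47e-15; adjusted p = 7.47e-05 with an estimated correlation). No chemokine or immune ligand of 14 was called. CXCL10, a chemokine that draws T cells, had a log2 fold change of 1.06 ± 0.50 at means of 4.42 and 9.41 scaled fragments (limma, Benjamini-Hochberg adjusted p = 0.551). As a set, those 14 genes had a median of 0.224 (limma camera, Benjamini-Hochberg adjusted p = 0.026; adjusted p = 0.0915 with an estimated correlation).

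The lowered genes of T47D-co were led by CYP1A1 and CYP1B1, enzymes of xenobiotic and oestrogen oxidation. CYP1A1 fell from 140 ± 3.14 to 30.6 ± 3.96 scaled fragments, by 2.16 ± 0.11 on the log2 scale, and CYP1B1 from 3016 ± 150 to 1274 ± 30.6, by 1.24 ± 0.03. MOB3B followed at -0.74 ± 0.09, a call that ended with limma's voom weights (-0.76) and in a fit on the 6 libraries alone. In all, limma called 202 genes, 115 higher and 87 lower, of which 43 rose and 12 fell at least 2-fold, and 1774 genes had an unadjusted p under 0.05. Among T47D-co libraries given R5020, limma called 2269 genes for IFN, 1526 higher and 743 lower. Of these, 80 rose and 52 fell at least 2-fold. The share of RN7, MALAT1 and RPPH1 transcripts was 2.78 to 3.12% in T47D-co libraries given R5020 and IFN. In the other T47D-co libraries it was 3.66 to 4.29%. Whether this difference in composition adds to the 2269 calls, or to the interaction of R5020 with IFN, was not tested.

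T47D-Y gave a larger rise of the same kind. ISG15 rose from 12.2 ± 2.09 to 559 ± 36.5 scaled fragments, a log2 fold change of 5.41 ± 0.15. IFI6 went from 90.8 ± 11.2 to 3553 ± 117 (5.28 ± 0.09) and IFIT1 from 26.3 ± 8.19 to 972 ± 171 (5.19 ± 0.30). All but 2 of the 51 antiviral genes rose, 49 also when adjusted over the list alone, with a median of 2.32 (limma camera, Benjamini-Hochberg adjusted p = 1.62e-181; adjusted p = 2.12e-07 with an estimated correlation). OAS1 (4.94 ± 0.31), MX1 (4.78 ± 0.14), OAS2 (4.74 ± 0.22), DDX60 (4.60 ± 0.12), IFI27 (4.55 ± 0.22), IFIT3 (3.93 ± 0.41) and XAF1 (3.93 ± 0.30) were among them. Signalling genes that rose in T47D-Y included IRF7 (1.51 ± 0.10) and STAT2 (0.72 ± 0.04), 5 of 18 in all and 6 adjusted over the list alone (limma camera, Benjamini-Hochberg adjusted p = 2.64e-08; adjusted p = 0.000122 with an estimated correlation). Antigen presentation genes rose in 6 of 9 cases, and in all 9 adjusted over the list alone. NLRC5, the transactivator of MHC class I genes, stood at 1.87 ± 0.22, B2M at 0.97 ± 0.05 and PSME2 at 0.49 ± 0.08, and the list passed (limma camera, Benjamini-Hochberg adjusted p = 3.64e-15; adjusted p = 8.73e-05 with an estimated correlation). PSME1 rose by 0.36 ± 0.05, a direction that turned to -0.11 on the scale of the deposited values, where PSME2 stood at 0.02.

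Outside the interferon lists, TNFSF10, the death ligand TRAIL, was the single chemokine or ligand of 14 that T47D-Y raised (0.95 ± 0.14), while CXCL10 stood at 1.11 ± 0.50 without a call. The ligand list had a limma camera Benjamini-Hochberg adjusted p = 0.00266, and adjusted p = 0.0254 with an estimated correlation. Of 21 death and growth arrest genes 5 rose, or 7 adjusted over the list alone, including TNFSF10 and XAF1. That list had a limma camera Benjamini-Hochberg adjusted p = 6.35e-07, and adjusted p = 0.000388 with an estimated correlation. Of 28 cell cycle genes 9 rose, 16 adjusted over the list alone, such as the proliferation marker MKI67 (0.28 ± 0.03, but -0.19 on the deposited scale) and the kinase CDK1 (0.20 ± 0.04, but -0.27 on the deposited scale). The cell cycle list had a limma camera Benjamini-Hochberg adjusted p = 7.12e-13, and adjusted p = 0.00295 with an estimated correlation. In T47D-co 1 cell cycle gene was called up, 6 adjusted over the list alone (limma camera, Benjamini-Hochberg adjusted p = 2.91e-09; adjusted p = 0.0116 with an estimated correlation). That gene was MKI67 at 0.13 ± 0.03, which turned to -0.05 on the deposited scale and lost its call in 4 of the 6 fits without a library (0.11 to 0.16). CYP1A1 fell in T47D-Y as well, from 589 ± 8.92 to 153 ± 22.5 scaled fragments, by 1.94 ± 0.11, and CYP1B1 by 0.78 ± 0.03.

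In T47D-Y limma called 896 genes with IFN, 506 higher and 390 lower, with 85 up and 30 down at least 2-fold and 3421 at an unadjusted p under 0.05. Without T47D-Y EtOH water replicate 2 the count was 574. Among T47D-Y libraries given R5020, limma called 961 genes for IFN, 618 higher and 343 lower. Of these, 79 rose and 17 fell at least 2-fold. The 961 were fewer than the 2269 called in T47D-co given R5020, so the order of the lines by count turned. The cause was not tested. Without R5020 both lines shared 95 raised genes, against 2.89 expected by chance, and 44 lowered ones, against 1.68 expected. The deposited values carry a scale set separately in each of the 4 combinations of line and IFN state. That scale moves the median gene by -0.182 (log2) for IFN in T47D-co and by -0.474 for IFN in T47D-Y. For the lines without IFN it moves it by -0.268. The scale was undone, so changes are relative to the typical gene. IFN and line comparisons remain comparisons between blocks, so block differences other than scale are not separated from them. The non-coding entry DMD-AS2 went from 63.3 to 8.23 scaled fragments with IFN in T47D-Y, and from 147.6 to 164.5 in T47D-co. Whether IFN or the block caused such falls was not tested.

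**Figure D2:**
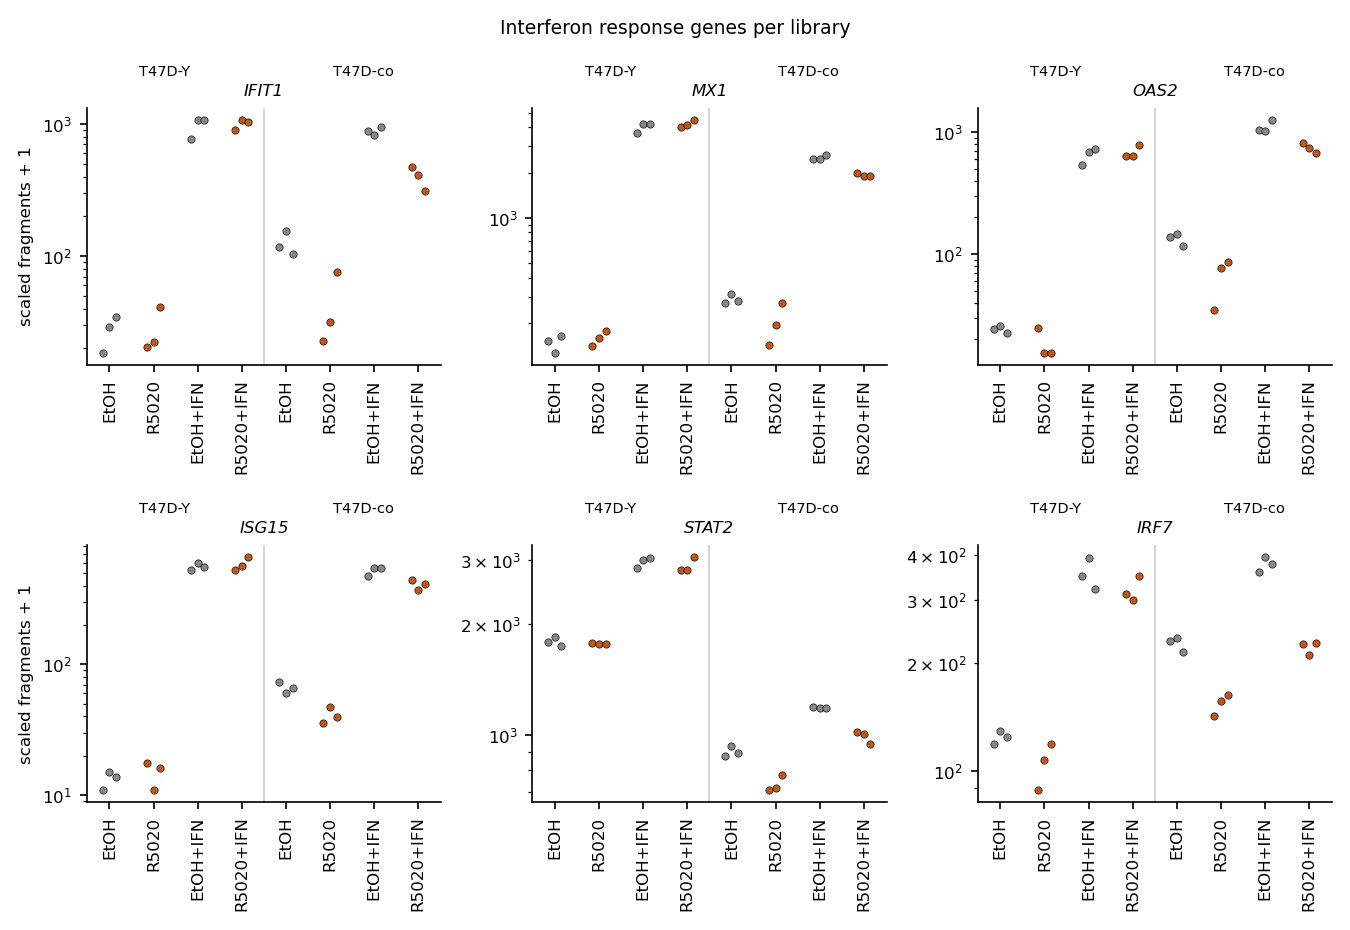
Scaled fragments plus 1 (log axis) of IFIT1, MX1, OAS2, ISG15, STAT2 and IRF7 in each of the 24 libraries, with 1 point per library, groups along the x axis, EtOH in grey and R5020 in orange. ISG15 starts at a mean of 12.2 in T47D-Y and 65.6 in T47D-co and reaches 559 and 522 with IFN.

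The difference between the lines in their IFN response was tested directly. SAMD9L rose less in T47D-co by 2.82 ± 0.47 on the log2 scale, so its interaction was -2.82. It went from 21.1 ± 1.59 to 66.7 ± 26.6 scaled fragments in T47D-co and from 2.34 ± 0.81 to 66.4 ± 3.98 in T47D-Y. The lines thus differed in its level without IFN, low in T47D-Y, and reached similar means. ISG15 (-2.44 ± 0.21), IFIT1 (-2.35 ± 0.43) and IFITM3, which blocks viral entry (-2.35 ± 0.45), had interactions nearly as large. For ISG15 the levels reached with IFN were 522 ± 41.9 in T47D-co and 559 ± 36.5 in T47D-Y. For IFIT1 they were 884 ± 64.9 and 972 ± 171, and neither gene had a called difference between the lines. Without IFN both ISG15 and IFIT1 stood higher in T47D-co. ISG15 was at 65.6 ± 6.18 against 12.2 ± 2.09 and IFIT1 at 125 ± 26.8 against 26.3 ± 8.19. MX1 (-1.66 ± 0.19), OAS2 (-1.69 ± 0.31, not called at -1.75 with voom weights), IFI27 (-1.67 ± 0.30) and B2M (-0.51 ± 0.07) followed the same direction. IRF7 (-0.78 ± 0.14) and STAT2 (-0.32 ± 0.06) did too, the latter at -0.02 without a call on the deposited scale. The summed loci of IFIT1 and OAS2 differed less between the lines than the genes did. With IFN they rose by 1.05 in T47D-co and 1.45 in T47D-Y for IFIT1, and by 2.25 and 3.20 for OAS2. The locus of MX1 rose as the gene did, by 3.11 and 4.77. Of the 51 antiviral genes 25 had a smaller rise in T47D-co and 0 a larger one, or 44 and 1 adjusted over the list alone, with a median of -0.918 (limma camera, Benjamini-Hochberg adjusted p = 1.33e-83; adjusted p = 4.03e-05 with an estimated correlation). IFIT3 stood at -2.12 ± 0.57 (limma, Benjamini-Hochberg adjusted p = 0.132) and XAF1 at -1.44 ± 0.43 (limma, Benjamini-Hochberg adjusted p = 0.222), neither called. Over all genes 76 interactions were called by limma, 13 positive and 63 negative, and 1554 had an unadjusted p under 0.05.

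**Figure D3:**
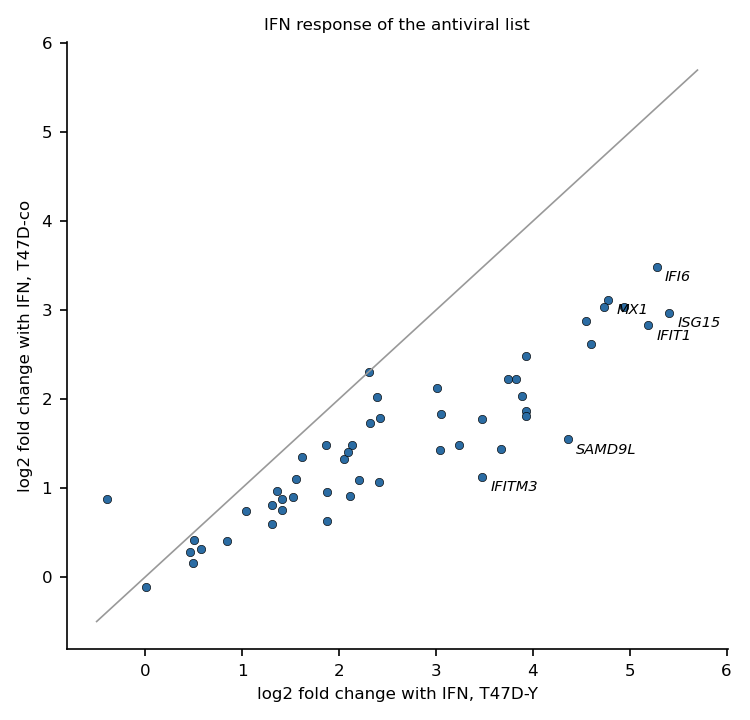
Log2 fold change with IFN of each of the 51 antiviral genes in T47D-Y (x axis) and T47D-co (y axis), with the line of equal change in grey. The medians are 2.32 in T47D-Y and 1.44 in T47D-co, and most points lie below the line.

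R5020 changed 11396 of the tested genes in T47D-co without IFN and raised the known targets of progesterone and glucocorticoid receptors. FKBP5, a chaperone of steroid receptors, rose from 2075 ± 26.2 to 21580 ± 795 scaled fragments without IFN, a log2 fold change of 3.38 ± 0.04. The kinase SGK1 rose from 69.2 ± 7.39 to 2032 ± 38.3 (4.86 ± 0.11), the transcription factor ZBTB16 from 9.76 ± 2.15 to 6348 ± 142 (9.22 ± 0.31) and KLF15 by 5.11 ± 0.17. All 38 measured members of the progestin and glucocorticoid list were called, 34 up and 4 down, also adjusted over the list alone, with a median of 2.06 (limma camera, Benjamini-Hochberg adjusted p = 4.92e-17; adjusted p = 0.000463 with an estimated correlation). NDRG1, which also answers to hypoxia, rose by 1.78 ± 0.10. Outside the lists CORO2B (9.17 ± 0.23) and ELFN2 (6.95 ± 0.45) were among the largest rises, and AMIGO2 fell by 4.69 ± 0.16, from 1535 ± 28.1 to 58.7 ± 5.41 scaled fragments.

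Luminal and oestrogen response genes mostly fell in T47D-co given R5020. PGR itself fell from 26480 ± 1400 to 13250 ± 468 scaled fragments. The oestrogen receptor gene ESR1 fell by 0.78 ± 0.04, the pioneer factor FOXA1 by 1.60 ± 0.04, ERBB2 by 1.19 ± 0.05 and RARA by 1.14 ± 0.07. Of 21 measured members 15 fell and 3 rose, also adjusted over the list alone (median -0.502; limma camera, Benjamini-Hochberg adjusted p = 0.000249; adjusted p = 0.0746 with an estimated correlation). KRT5, a basal keratin, went from 0.559 ± 0.50 to 261 ± 14.8 scaled fragments. In the basal and mesenchymal list 6 of 12 rose and 4 fell, with SNAI1, a repressor of E-cadherin, at 2.62 ± 0.27 and the adhesion receptor CD44 at 1.97 ± 0.07, while the list's median was -0.0127 and its mean 0.741.

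Cell cycle and lipid genes leaned upward. The S-phase genes E2F1 (1.35 ± 0.05), CDC25A (1.31 ± 0.05) and CCNE2 (1.19 ± 0.08, against 0.59 for its locus) were among 17 of 28 cell cycle genes that rose, against 5 that fell, or 17 and 6 adjusted over the list alone. The cell cycle median was 0.335 (limma camera, Benjamini-Hochberg adjusted p = 0.000627; adjusted p = 0.142 with an estimated correlation). Sterol and fatty acid synthesis rose in 16 of 22 genes and fell in 2, or 16 and 4 adjusted over the list alone, with the desaturase SCD at 0.82 ± 0.03 and SQLE at 0.71 ± 0.04. Their camera test in limma gave a Benjamini-Hochberg adjusted p = 0.000705, and adjusted p = 0.0215 with an estimated correlation, but the call ended with quantile normalization (adjusted p = 0.0677). NF-kappaB targets went both ways, 4 of 12 up and 4 down (limma camera, Benjamini-Hochberg adjusted p = 0.616). The inhibitor genes NFKBIA (1.79 ± 0.05) and TNFAIP3 (1.35 ± 0.11) and the dismutase gene SOD2 (1.62 ± 0.04, against 1.05 for its locus) rose, and TNFAIP2 fell by 1.42 ± 0.07. Stress and immediate early genes rose in 10 of 18 cases and fell in 5 (limma camera, Benjamini-Hochberg adjusted p = 0.034; adjusted p = 0.142 with an estimated correlation). Hypoxia genes rose in 8 of 13 and fell in 3, with BNIP3 at 1.16 ± 0.07 and the collagen cross-linker LOX at 1.68 ± 0.37, against 0.44 for its locus (limma camera, Benjamini-Hochberg adjusted p = 0.0199; adjusted p = 0.375 with an estimated correlation). Death and growth arrest genes rose in 10 of 21 and fell in 6, with a median of 0.0889 and a mean of -0.0541, and BCL2, which restrains apoptosis, fell by 2.34 ± 0.16. Of 8 measured markers of other cell types 3 fell and 0 rose.

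Most antiviral genes were called lower after R5020 in T47D-co that had seen no IFN, but the list as a set did not pass its test. IFIT1 fell from 125 ± 26.8 to 42.5 ± 28.2 scaled fragments, by 1.70 ± 0.30 on the log2 scale, OAS2 by 1.11 ± 0.22, ISG15 by 0.70 ± 0.15, MX1 by 0.56 ± 0.14 and SAMD9L by 1.85 ± 0.33. The summed loci of IFIT1 and OAS2 moved less, by -0.41 and -0.43. IFI27 stood at 0.13 ± 0.22 without a call. LAMP3, a lysosomal membrane protein, moved the other way, from 189 ± 24.0 to 1538 ± 56.5 scaled fragments (3.02 ± 0.08), and so did HERC5, a ligase for ISG15 (2.27 ± 0.12). In the antiviral list 34 of 51 fell and 10 rose, also adjusted over the list alone (median -0.488; limma camera, Benjamini-Hochberg adjusted p = 0.0769). Signalling genes split evenly, 7 up and 7 down of 18. STAT3 (1.10 ± 0.03), the kinase gene JAK2 (0.91 ± 0.05) and IRF1 (1.02 ± 0.13) rose, and IRF7 (-0.56 ± 0.10) and STAT2 (-0.30 ± 0.04) fell. Chemokines and ligands fell in 9 of 14 and rose in 1, also adjusted over the list alone. TNFSF10 was down by 2.52 ± 0.14, the lymphocyte growth factor IL15 down by 1.87 ± 0.20 and CXCL12 up by 2.29 ± 0.19. The ligand list's median was -1.1 (limma camera, Benjamini-Hochberg adjusted p = 0.0199; adjusted p = 0.113 with an estimated correlation). Of 9 antigen presentation genes 4 fell, 3 adjusted over the list alone, NLRC5 by 1.43 ± 0.22. Limma called 11396 genes for R5020 in T47D-co without IFN, 5357 higher and 6039 lower, 1430 and 1627 of them by at least 2-fold.

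With IFN present the R5020 response of T47D-co was much alike. FKBP5 rose from 2111 ± 87.1 to 25910 ± 234 scaled fragments (3.62 ± 0.04), SGK1 by 5.28 ± 0.11, ZBTB16 by 10.16 ± 0.31, KLF15 by 4.89 ± 0.17, CORO2B by 9.02 ± 0.23, NDRG1 by 1.94 ± 0.10 and HSD11B2, which inactivates cortisol, by 3.88 ± 0.13. PGR fell by 1.12 ± 0.05, FOXA1 by 1.70 ± 0.04, ERBB2 by 1.19 ± 0.05, RARA by 1.31 ± 0.07, ESR1 by 0.66 ± 0.04, AMIGO2 by 4.82 ± 0.16 and PCED1B by 4.34 ± 0.08. E2F1 (1.39 ± 0.05), CDC25A (1.24 ± 0.05), SCD (0.79 ± 0.03), NFKBIA (1.59 ± 0.05), SOD2 (1.67 ± 0.04, against 1.07 for its locus), SNAI1 (3.05 ± 0.27), CD44 (2.03 ± 0.07) and BNIP3 (1.18 ± 0.07) rose, and TNFAIP2 (-1.65 ± 0.07) and BCL2 (-1.88 ± 0.16) fell. The progestin list was called 34 up and 4 down of 38 (limma camera, Benjamini-Hochberg adjusted p = 3.44e-16; adjusted p = 0.000616 with an estimated correlation). The luminal list had 17 down and 3 up of 21 (limma camera, Benjamini-Hochberg adjusted p = 6.51e-05; adjusted p = 0.0499 with an estimated correlation). Cell cycle genes rose in 18 of 28 and fell in 5 (limma camera, Benjamini-Hochberg adjusted p = 0.000607; adjusted p = 0.155 with an estimated correlation). Sterol genes rose in 15 of 22 and fell in 6 (limma camera, Benjamini-Hochberg adjusted p = 0.00554; adjusted p = 0.0499 with an estimated correlation), a call that ended with quantile normalization (adjusted p = 0.345). Limma called 11723 genes, 5550 higher and 6173 lower. Across all genes the responses with and without IFN, which share no libraries, correlated at a Pearson r of 0.875, and 4637 genes rose in both against 1470 expected.

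Part of the antiviral and signalling genes raised by IFN stood lower when R5020 followed in T47D-co. IRF7 fell from 376 ± 17.9 to 221 ± 9.55 scaled fragments (-0.76 ± 0.10), IFIT1 from 884 ± 64.9 to 398 ± 81.3 (-1.17 ± 0.30), STAT2 by 0.26 ± 0.04 and SAMD9L by 1.90 ± 0.33. TNFSF10 (-2.28 ± 0.14), IL15 (-2.01 ± 0.20) and NLRC5 (-1.15 ± 0.22) also fell, and HERC5 (1.79 ± 0.12), STAT3 (1.15 ± 0.03), JAK2 (1.02 ± 0.05), IRF1 (0.79 ± 0.13) and CXCL12 (1.86 ± 0.19) rose. In the antiviral list 38 of 51 fell and 5 rose, or 38 and 6 adjusted over the list alone, with a median of -0.466 (limma camera, Benjamini-Hochberg adjusted p = 0.00237; adjusted p = 0.324 with an estimated correlation). Signalling genes fell in 9 of 18 and rose in 5, with a median of -0.134 and a mean of 0.0119. Ligands fell in 8 of 14 and rose in 1 (limma camera, Benjamini-Hochberg adjusted p = 0.0139; adjusted p = 0.0947 with an estimated correlation), and 5 of 9 antigen presentation genes fell. Several smaller antiviral changes passed the test but not every fit without a library. ISG15 (-0.36 ± 0.15) lost its call in 4 of 6 such fits, those without replicate 2 or 3 of either group (-0.43 to -0.29 over the 6), and IFI27 (-0.51 ± 0.22) in all 6 (-0.57 to -0.48). OAS2 (-0.57 ± 0.22; -0.64 to -0.48) and MX1 (-0.38 ± 0.14; -0.40 to -0.34) lost theirs without T47D-co EtOH IFN replicate 3 or T47D-co R5020 IFN replicate 2 or 3, and IFIT3 (-1.21 ± 0.41; -1.40 to -1.03) without replicate 3 of either group. The loci moved by -0.71 for IFIT1 and IFIT3 and by -0.35 for OAS2.

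To measure that effect on genes chosen without T47D-co, the 85 genes that IFN raised at least 2-fold in T47D-Y were followed in T47D-co. Of these, 57 rose with IFN in T47D-co, and with IFN present R5020 lowered 53 of the 85, raised 6 and gave a median of -0.575 (limma camera, Benjamini-Hochberg adjusted p = 0.000578; adjusted p = 0.298 with an estimated correlation). Without IFN it lowered 46 and raised 14, with a median of -0.483 (limma camera, Benjamini-Hochberg adjusted p = 0.0389; adjusted p = 0.547 with an estimated correlation). The latter median went to -0.343, with its call lost, when T47D-co R5020 water replicate 1 was left out. The reverse test followed the 43 genes raised in T47D-co, of which 39 also belong to the 85 against 0.181 expected. In T47D-Y none of the 43 was called after R5020 in either IFN state by limma, with medians of 0.0608 with IFN (limma camera, Benjamini-Hochberg adjusted p = 0.0389; adjusted p = 0.547 with an estimated correlation) and 0.00752 without. That first median went to 0.00808 without T47D-Y EtOH IFN replicate 1, and its call was also lost without T47D-Y R5020 IFN replicate 2 (0.0493) or 3 (0.0489). ALB and GFRA1, which T47D-co expresses at means of 34910 and 7853 scaled fragments, are among the 85 through counts of a few fragments in T47D-Y.

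**Figure D4:**
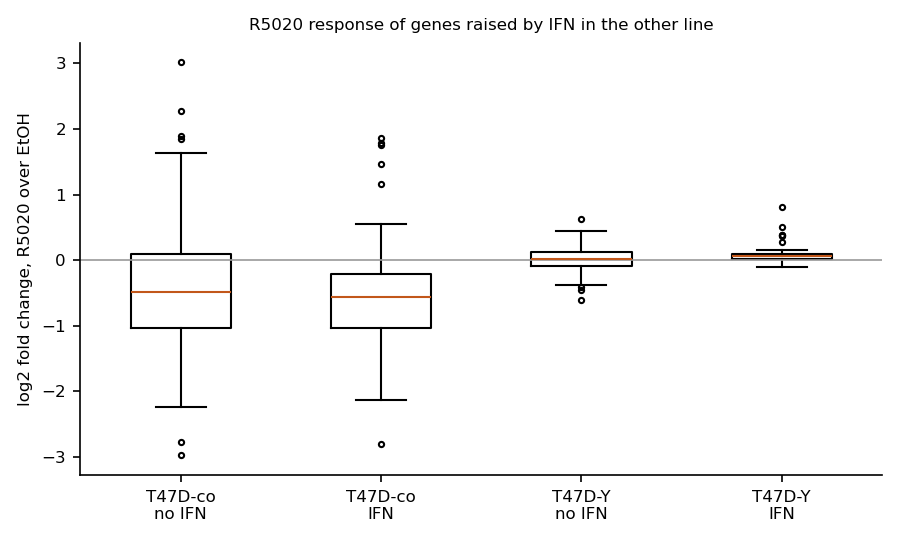
Log2 fold change of R5020 over EtOH, as boxes (quartiles, with points beyond 1.5 interquartile ranges), for the 85 genes raised by IFN in T47D-Y, plotted in T47D-co, and the 43 raised in T47D-co, plotted in T47D-Y. The medians are -0.483 and -0.575 in T47D-co without and with IFN, and 0.00752 and 0.0608 in T47D-Y.

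Whether IFN altered the R5020 response itself was tested as an interaction in T47D-co on the log2 scale, which compares ratios. An equal gain in fragments from a higher start gives a negative interaction on that scale. R5020 moved TRIM14 from 484 to 1495 scaled fragments without IFN and from 807 to 1801 with it. The negative interactions of LAMP3 and TRIM14 are thus smaller ratios, and were not shown to be smaller gains. LAMP3 had one of -1.56 ± 0.11: R5020 raised it from 189 ± 24.0 to 1538 ± 56.5 scaled fragments without IFN and from 930 ± 50.6 to 2572 ± 89.9 with it. TRIM14, which takes part in antiviral signalling (-0.47 ± 0.07), the RNA-binding antiviral protein ZC3HAV1 (-0.32 ± 0.06) and the adhesion gene CTNND2 (-0.93 ± 0.14) had negative interactions as well. CYP1B1 (0.91 ± 0.05), CYP1A1 (0.90 ± 0.16), MOB3B (0.85 ± 0.13) and TIPARP, a target of the aryl hydrocarbon receptor (0.40 ± 0.08), had positive ones. The calls of CTNND2, CYP1A1 and MOB3B ended with voom weights (-0.91, 0.87 and 0.89) and, with that of ZC3HAV1, in a fit on the 12 libraries of T47D-co alone, and that of TIPARP ended with quantile normalization (0.34). CYP1B1 went from 3016 ± 150 to 5144 ± 129 with R5020 alone and from 1274 ± 30.6 to 4072 ± 63.6 with R5020 after IFN. For most antiviral genes no interaction was called, among them IFIT1 (0.54 ± 0.43), OAS2 (0.54 ± 0.31), ISG15 (0.34 ± 0.21), MX1 (0.18 ± 0.19) and IFI27 (-0.64 ± 0.30). The signalling genes IRF7 (-0.21 ± 0.14) and STAT2 (0.04 ± 0.06) had no call either. After R5020 the summed locus of IFIT1 moved by -0.71 with IFN and -0.41 without, and that of OAS2 by -0.35 and -0.43. IFIT1 held 28.2% and OAS2 9.17% of its summed locus. Both genes rose more with IFN than their loci, so their weight in the sums differed between IFN states. The sums therefore do not decide the interactions of these genes. FKBP5 stood at 0.24 ± 0.06 (limma, Benjamini-Hochberg adjusted p = 0.0518), and was called at 0.25 with voom weights, and PGR at -0.13 ± 0.07. In the antiviral list 5 of 51 interactions were negative and 0 positive, or 13 and 0 adjusted over the list alone (median -0.155; limma camera, Benjamini-Hochberg adjusted p = 6.79e-07; adjusted p = 0.357 with an estimated correlation). Among the 85 genes raised by IFN in T47D-Y, 4 were negative, or 11 adjusted over the set alone, with a median of -0.142 (limma camera, Benjamini-Hochberg adjusted p = 3.17e-06; adjusted p = 0.157 with an estimated correlation).

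The number of interactions called in T47D-co depended on single libraries. Limma called 203 genes, 176 positive and 27 negative, with 3100 at an unadjusted p under 0.05. Leaving out replicates 1, 2 and 3 in turn gave 124, 75 and 416 in T47D-co EtOH IFN and 130, 83 and 320 in T47D-co R5020 IFN. In T47D-co EtOH water, replicates 1 and 2 gave 98 and 135, and in T47D-co R5020 water 83 and 98. A fit on the 12 libraries of T47D-co called 118, and quantile normalization 67. CAPN9 (-0.88 ± 0.21), PCDH15 (0.91 ± 0.20), PARP12 (-0.40 ± 0.10), EGFR (0.23 ± 0.05), KXD1 (-0.72 ± 0.15) and ELF5 (0.20 ± 0.04) were called, and lost the call in 10, 7, 9, 4, 3 and 1 of the 12 fits without a library.

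T47D-Y answered to R5020 too, in far fewer genes. Without IFN, CORO2B rose from 13.0 ± 1.16 to 70.4 ± 5.58 scaled fragments (2.35 ± 0.23) and AFF3 from 91.5 ± 8.46 to 261 ± 25.2 (1.50 ± 0.08). FKBP5 rose from 1217 ± 79.8 to 2106 ± 57.3 (0.79 ± 0.04) and SGK1 from 81.1 ± 4.41 to 158 ± 20.2 (0.94 ± 0.11). ZBTB16 rose from 1.98 ± 0.281 to 34.4 ± 6.22 scaled fragments, by 3.56 ± 0.31, FAM105A by 0.99 ± 0.09 and NDRG1 by 0.65 ± 0.10, the last not called in a fit on the 6 libraries alone. PGR fell from 693 ± 37.6 to 465 ± 18.5, by 0.57 ± 0.05, and DOCK10 by 0.68 ± 0.07. C1orf168 (0.79 ± 0.14) lost its call without T47D-Y EtOH water replicate 1 or T47D-Y R5020 water replicate 3 (0.66 to 0.89 over the fits without a library), and ATP8B3 (0.66 ± 0.13) in all such fits but that without T47D-Y R5020 water replicate 1 (0.60 to 0.72). Of 38 progestin and glucocorticoid genes 8 rose and 0 fell, or 10 and 1 adjusted over the list alone (median 0.0935; limma camera, Benjamini-Hochberg adjusted p = 1.74e-15; adjusted p = 0.000787 with an estimated correlation). No antiviral gene of 51 was called by limma, and the log2 fold changes were 0.01 ± 0.30 for IFIT1, 0.16 ± 0.15 for ISG15, 0.11 ± 0.14 for MX1 and -0.41 ± 0.22 for OAS2. ESR1, outside that list, was at -0.00 ± 0.04. Limma called 44 genes, 41 higher and 3 lower, with 846 at an unadjusted p under 0.05, and a fit on the 6 libraries alone called 27. Of the 41 raised genes 38 also rose in T47D-co, against 10.9 expected.

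With IFN the same comparison in T47D-Y gave CORO2B (2.19 ± 0.23), AFF3 (1.56 ± 0.08), ZBTB16 (2.93 ± 0.31), SGK1 (0.80 ± 0.11), FKBP5 (0.76 ± 0.04), FAM105A (0.71 ± 0.09) and SYBU (0.74 ± 0.12) as raised. DOCK10 (-0.61 ± 0.07), PGR (-0.53 ± 0.05) and the co-chaperone BAG2 (-0.47 ± 0.08, against -0.04 for its locus) were lowered. KLF15 (0.80 ± 0.17), C1orf168 (0.74 ± 0.14) and MKX (-0.44 ± 0.09) were called but lost the call in 5, 3 and 4 of the 6 fits without a library (0.64 to 0.90, 0.67 to 0.79 and -0.52 to -0.31). The progestin list rose in 8 of 38, or 11 adjusted over the list alone (limma camera, Benjamini-Hochberg adjusted p = 1.96e-16; adjusted p = 0.000567 with an estimated correlation). None of the 51 antiviral genes was called by limma, with IFIT1 at 0.06 ± 0.30, ISG15 at 0.05 ± 0.15 and MX1 at 0.07 ± 0.14. The signalling genes STAT2 (-0.03 ± 0.04) and IRF7 (-0.14 ± 0.10) were not called either. Limma called 60 genes, 53 higher and 7 lower, with 1202 at an unadjusted p under 0.05. The fit on the 6 libraries alone left out ZBTB16, FAM105A, SYBU and BAG2 as well. The count was 29 without T47D-Y R5020 IFN replicate 1, 15 in a fit on the 6 libraries alone and 29 with limma's voom weights. Between both IFN states 31 raised genes were shared, against 0.108 expected. Across all genes the T47D-Y responses with and without IFN correlated at a Pearson r of only 0.0467.

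IFN did not give a called change in the R5020 response of T47D-Y. IFIT1 (0.05 ± 0.43), MX1 (-0.04 ± 0.19), ISG15 (-0.10 ± 0.21), FKBP5 (-0.03 ± 0.06) and PGR (0.04 ± 0.07) all had interactions within their standard errors or close to them. Limma called 0 genes, as did limma with voom weights, and 693 had an unadjusted p under 0.05. The hypoxia list had a median of -0.126 (limma camera, Benjamini-Hochberg adjusted p = 0.000246; adjusted p = 0.713 with an estimated correlation). Leaving out T47D-Y EtOH IFN replicate 2 gave 2 genes and replicate 3 gave 1.

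The R5020 response differed between the lines in a direct test. The interactions without IFN were 2.58 ± 0.06 for FKBP5, 3.92 ± 0.16 for SGK1, 5.66 ± 0.44 for ZBTB16 and 6.82 ± 0.33 for CORO2B, all larger in T47D-co. Those with IFN were 2.86 ± 0.06, 4.49 ± 0.16, 7.23 ± 0.44 and 6.83 ± 0.33. PGR (-0.42 ± 0.07 without IFN and -0.59 ± 0.07 with it), ESR1 (-0.78 ± 0.06 and -0.65 ± 0.06) and TNFSF10 (-2.52 ± 0.20 and -2.37 ± 0.20) fell more in T47D-co. Among antiviral genes IFIT1 was at -1.72 ± 0.43 without IFN and -1.23 ± 0.43 with it, the latter call lost without T47D-Y EtOH IFN replicate 1 or T47D-co R5020 IFN replicate 3 (-1.36 to -1.06 over the 12 fits without a library). The summed locus of IFIT1 moved by -0.41 in T47D-co and 0.02 in T47D-Y without IFN. With IFN it moved by -0.71 and 0.05, so for the locus the gap between lines was smaller, and larger with IFN than without. IFIT1 held 28.2% of that locus and rose more with IFN than the sum did. The sum thus follows the gene more closely with IFN, and does not decide how the gene's gap changed. ISG15 was at -0.86 ± 0.21 (not called with voom weights, at -0.80) and, without a call, -0.42 ± 0.21. STAT2 was at -0.28 ± 0.06 and -0.23 ± 0.06, and IRF7, with IFN, at -0.62 ± 0.14. The antiviral list had 24 negative and 8 positive interactions without IFN (limma camera, Benjamini-Hochberg adjusted p = 0.093) and 31 and 5 with it (limma camera, Benjamini-Hochberg adjusted p = 0.00109; adjusted p = 0.336 with an estimated correlation). Limma called 8988 interactions without IFN, 4351 positive and 4637 negative, and 9281 with it.

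Without hormone or IFN the lines differed in most tested genes. ALB, the serum albumin gene, held 34910 ± 194 scaled fragments in T47D-co and 7.93 ± 5.51 in T47D-Y (12.12 ± 0.38). GFRA1, a receptor for GDNF, held 7853 ± 405 and 1.35 ± 0.706 (11.75 ± 0.34). NR2F1, an orphan nuclear receptor, held 10670 ± 350 and 34.9 ± 6.24 (8.23 ± 0.14, against 6.13 for its summed locus). ARSJ (9.69 ± 0.25), NOVA1 (8.84 ± 0.25), SERPINA6, the cortisol-binding globulin gene (8.45 ± 0.25), and AFP (7.09 ± 0.43) were also higher in T47D-co. SLC7A2, a transporter of cationic amino acids (-8.92 ± 0.29), and MYO3A (-8.87 ± 0.54) were higher in T47D-Y. PGR was higher in T47D-co by 5.25 ± 0.05, ESR1 by 2.12 ± 0.04, IGFBP4 by 3.19 ± 0.06, GREB1 by 2.63 ± 0.06 and TFF3 by 2.08 ± 0.12, and STAT5A was lower (-3.98 ± 0.20). The luminal list had 12 of 21 genes higher and 5 lower in T47D-co (limma camera, Benjamini-Hochberg adjusted p = 0.00792; adjusted p = 0.218 with an estimated correlation). Hypoxia genes were higher in 12 of 13 cases and lower in 1, with NDRG1 at 2.97 ± 0.10 and LOX at 3.73 ± 0.37, the latter against 0.17 for its summed locus (limma camera, Benjamini-Hochberg adjusted p = 5.17e-07; adjusted p = 0.218 with an estimated correlation). Cell cycle genes were lower in 18 of 28 and higher in 5, with TYMS at -0.89 ± 0.03 and MCM4 at -0.72 ± 0.03 (limma camera, Benjamini-Hochberg adjusted p = 0.00792; adjusted p = 0.332 with an estimated correlation). Markers of other cell types were higher in 5 of 8, ALB and AFP among them, and lower in 1 (limma camera, Benjamini-Hochberg adjusted p = 0.0295; adjusted p = 0.218 with an estimated correlation). Limma called 12731 genes, 5986 higher and 6745 lower in T47D-co.

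Of the 51 antiviral genes 24 were higher and 7 lower in untreated T47D-co than in T47D-Y (median 0.558; limma camera, Benjamini-Hochberg adjusted p = 0.00403; adjusted p = 0.411 with an estimated correlation). SAMD9 was higher by 2.63 ± 0.22, OAS2 by 2.47 ± 0.22, ISG15 by 2.34 ± 0.15, IFIT1 by 2.23 ± 0.30 and MX1 by 0.98 ± 0.14. IRF7 (0.87 ± 0.10) and TNFSF10 (1.97 ± 0.14), outside that list, were higher too. STAT2 was lower, at 898 ± 29.4 against 1795 ± 55.9 scaled fragments. SOCS3, a brake on cytokine signalling (-2.29 ± 0.33), and the chemokine genes CCL2 (-2.76 ± 0.34) and CXCL10 (-2.51 ± 0.50) were lower as well. With IFN the order turned for MX1 (-0.68 ± 0.14). IFI44L (-2.67 ± 0.36), OAS1 (-1.82 ± 0.31), IFITM3 (-1.66 ± 0.32) and IFIT3 (-1.35 ± 0.41), without a called difference before IFN, were lower in T47D-co with it, and STAT2 (-1.32 ± 0.04) and IRF1 (-0.86 ± 0.13) were lower in both states. EPSTI1 was higher (2.29 ± 0.36), and ISG15 (-0.10 ± 0.15), IFIT1 (-0.12 ± 0.30) and IRF7 (0.09 ± 0.10) were not called. Then 29 of 51 antiviral genes were lower and 11 higher in T47D-co (median -0.336; limma camera, Benjamini-Hochberg adjusted p = 0.0729; adjusted p = 0.0486 with quantile normalization), and PGR was higher by 5.30 ± 0.05, of 12629 genes called, 5967 higher and 6662 lower. For SOCS1 in both states and OAS2 with IFN the summed locus moved the other way from the gene. SOCS1 held 2.86% and OAS2 9.17% of its summed locus. Other genes there can set the sum, so it does not decide the gene's direction. SOCS1 was at -2.52 ± 0.35 without IFN and -2.41 ± 0.35 with it, against 0.20 for its locus in both states, and OAS2 with IFN at 0.77 ± 0.22 against -0.25. Other loci moved in the direction of the gene but less: IFIT1 (0.23) and OAS2 (0.70) without IFN, and OAS1 (-0.25), IFIT3 (-0.17) and IFITM3 (-1.07) with it.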

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

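The tests of the scale and of shared loci were chosen after the result was seen, as were the mixing test and the counts of other splits; the matched random sets were chosen before.

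The lines differed in their IFN response in a direct interaction test, where limma called 76 genes. The antiviral list had a median difference of -0.918 and the signalling list -0.0533. Smaller rises in T47D-co were found for SAMD9L (-2.82), ISG15 (-2.44), IFIT1 (-2.35), IFITM3 (-2.35), OAS2 (-1.69), IFI27 (-1.67), MX1 (-1.66), IRF7 (-0.78), B2M (-0.51) and STAT2 (-0.32). CA12, a carbonic anhydrase, moved apart as well (-0.34, but -0.05 without a call on the deposited scale), as did NCKAP1L (0.93), whose call was lost in 8 of 12 fits without a library (0.82 to 1.02). The summed loci of IFIT1 (1.05 in T47D-co and 1.45 in T47D-Y) and OAS2 (2.25 and 3.20) differed less than the genes. That of MX1 (3.11 and 4.77) moved as the gene did. Of 100 splits, 6 gave at least 76 calls, the real one included, and the highest other gave 230, so chance was not excluded for this count. The 5 other splits as large kept the labels of 1 line intact, which leaves that line's whole IFN response in the contrast and points to the structure of the samples.

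The lines also differed in their R5020 response. Without IFN 8988 interactions were called, the progestin list had a median of 1.83 and the sterol list of 0.265. Single genes were FKBP5 (2.58), SGK1 (3.92), ZBTB16 (5.66), CORO2B (6.82), PGR (-0.42), ESR1 (-0.78), IFIT1 (-1.72), ISG15 (-0.86), STAT2 (-0.28) and TNFSF10 (-2.52). With IFN 9281 were called, and the list medians were 1.81 for progestin, -0.475 for oestrogen and luminal genes and 0.233 for sterol genes, although neither sterol call held with quantile normalization (adjusted p = 0.0577 without IFN and 0.314 with it). The genes were FKBP5 (2.86), SGK1 (4.49), ZBTB16 (7.23), CORO2B (6.83), PGR (-0.59), ESR1 (-0.65), IFIT1 (-1.23), STAT2 (-0.23), IRF7 (-0.62) and TNFSF10 (-2.37). The summed locus of IFIT1 differed less, at -0.41 in T47D-co and 0.02 in T47D-Y without IFN and -0.71 and 0.05 with it. In 8 of 100 splits the count reached 8988, with 9258 the highest other, and in 8 of 100 it reached 9281, with 9691 the highest other, so a share under 0.05 was not reached. The 7 other splits as large in each case kept the labels of 1 line intact, which leaves that line's whole R5020 response in the contrast and points to the structure of the samples.

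R5020 and IFN interacted on the log2 scale in T47D-co, with 203 genes called. Among them were CYP1B1 (0.91), PCDH15 (0.91), CYP1A1 (0.90), MOB3B (0.85), TIPARP (0.40), EGFR (0.23) and ELF5 (0.20) on the positive side and LAMP3 (-1.56), CTNND2 (-0.93), CAPN9 (-0.88), KXD1 (-0.72), TRIM14 (-0.47), PARP12 (-0.40) and ZC3HAV1 (-0.32) on the negative side. CAPN9 and PARP12 were no longer called (-0.85 and -0.38) with a term for the 4 libraries with 1 merged mitochondrial entry at 0. Of 100 splits, 4 reached 203, the real one included, a share under 0.05, and the highest other gave 987. The 3 others as large kept the IFN labels of the R5020 libraries intact, which leaves their whole IFN response in the contrast and points to the structure of the samples. The count also ran from 75 (without T47D-co EtOH IFN replicate 2) to 416 (without its replicate 3), so it is not firm evidence against chance. The same test in T47D-Y called 0, which all 100 splits reach, with 2 the highest other. The splits were first drawn with mirrored labels counted apart, which gave 3, 100, 12, 9 and 8 of 100 for these interactions (R5020 with IFN in T47D-co and in T47D-Y, line with IFN, line with R5020 without and with IFN). That scheme was revised after its counts were seen.

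For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real and highest other counts were 202 and 2 for IFN in T47D-co, 896 and 3 for IFN in T47D-Y, 11396 and 0 for R5020 in T47D-co, 44 and 3 in T47D-Y, 11723 and 3 in T47D-co with IFN, 60 and 2 in T47D-Y with IFN, and 12731 and 0, then 12629 and 1, for the lines without and with IFN. In each of these 1 split, the real one, reached the count.

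The first pattern weighed was that genes raised by IFN in T47D-Y stood lower after R5020 in T47D-co given IFN (median -0.575). A scale difference between R5020 and EtOH libraries moves all genes alike and was argued against, since the set's median lay -0.528 from that of all tested genes (95% bootstrap interval over genes -0.785 to -0.383). A general fall of genes at these levels was argued against too, as 0 of 1000 random sets of the same size and expression had a median as low (lowest -0.294). Fragments moved between genes of a locus were argued against by the 51 members alone at their locus, with a median of -0.617 (quartiles -1.05 and -0.295). A lowering of IFN-induced transcripts by R5020 in the line that carries the receptor remains a hypothesis, and since the set's camera test did not pass with an estimated correlation (adjusted p = 0.298), the genes may move together for a reason these libraries do not separate.

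The second pattern was that R5020 changed genes in T47D-Y, the line labelled as lacking the receptor. T47D-co cells or reads mixed into T47D-Y libraries would bring ALB, which reached at most 0.0965% of its T47D-co level in any T47D-Y library given R5020, while the smallest share that any of the 47 genes raised in both lines needed was 0.357% (ZBTB16). An earlier form of this test set the lower quartile needed, 2.77%, against the highest share seen among 10 transcripts, 2.76%, and was replaced because that margin was too small to count. Mixing is thus argued against as the whole source. What stays open and untested is whether the PGR transcript left in T47D-Y (2.62% of T47D-co) or another steroid receptor carries the response.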

How the results depend on the processing

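The fits with voom weights, the deposited scale and genes alone at their locus were chosen after seeing the data. So were those with a minimum of 50 fragments, the repeated symbols kept and a term for 4 libraries with a merged mitochondrial entry at 0. Of 306 single gene results, 281 kept their direction and call in every fit without 1 library, 22 lost a call in at least 1 and 3 gained one. On the deposited scale IFN called 8432 genes in T47D-co (125 higher, 8307 lower, against 115 and 87) and 14729 in T47D-Y (115 and 14614, against 506 and 390). For line with IFN it called 9530 (9456 and 74, against 13 and 63), since that scale moves whole blocks. There MKI67 turned to -0.05 for IFN in T47D-co, and CDK1 (-0.27), MKI67 (-0.19) and PSME1 (-0.11) turned in T47D-Y.

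Genes alone at their locus, 10091 tested, gave fewer calls: 112 and 463 for IFN in T47D-co and T47D-Y and 5710 and 28 for R5020. They gave 5931 and 30 for R5020 with IFN and 75 for the interaction of R5020 with IFN in T47D-co. They also gave 6506 in both line differences, 45 for line with IFN, and 4522 and 4653 for line with R5020. Fewer genes entered, but for the interaction in T47D-co the share called in the main fit differed too. It was 0.783% of genes alone and 1.23% of genes sharing a locus, and the cause was not tested. Only the groups compared gave 27 and 15 for R5020 in T47D-Y without and with IFN and 118 for the interaction in T47D-co, with fewer libraries behind the spread. Voom weights gave 29 for R5020 in T47D-Y with IFN and quantile normalization 67 for the interaction in T47D-co, and the cause was not tested. Of 63 list tests passed of 182, 25 passed with an estimated correlation (38 lost), while quantile normalization lost 16 and gained 4. With the estimated correlation the IFN sets kept their medians but not their calls: -0.575 (p = 0.149), -0.483 (p = 0.375) and -0.142 (p = 0.0588) in T47D-co by limma camera, and 0.0608 (p = 0.41) in T47D-Y. The set without IFN in T47D-co also missed the threshold at a pseudocount of 0.1 (-0.396), with quantile normalization (-0.425) and with voom weights (-0.543). The set in T47D-Y with IFN did among genes alone at their locus (0.0599), and the cause was not tested.

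Leaving out 1 library gave 137 to 200 for IFN in T47D-co and 574 (without T47D-Y EtOH water replicate 2) to 852 in T47D-Y. For R5020 in T47D-co and T47D-Y it gave 10595 to 10850 and 32 to 39, and 10899 to 11320 and 29 (without T47D-Y R5020 IFN replicate 1) to 52 with IFN. It gave 75 (without T47D-co EtOH IFN replicate 2) to 416 (without its replicate 3) and 0 to 2 (without T47D-Y EtOH IFN replicate 2) for the interaction of R5020 with IFN. The ranges were 11965 to 12133 and 11967 to 12131 for the lines, 55 to 106 for line with IFN, and 8464 to 8718 and 8742 to 9197 for line with R5020. The set medians ran from -0.626 to -0.495 with IFN, -0.579 to -0.343 without IFN (call lost without T47D-co R5020 water replicate 1) and -0.164 to -0.089 for the interaction in T47D-co. In T47D-Y they ran from 0.00808 (without T47D-Y EtOH IFN replicate 1) to 0.0995 with IFN, -0.0429 to 0.0377 without, and -0.0227 to 0.105 for the interaction, which was called without T47D-Y EtOH water replicate 1 (0.105), T47D-Y R5020 water replicate 3 (0.0718) or T47D-Y EtOH IFN replicate 2 (0.0922).

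Replicate numbers did not pair the libraries: deviations from group means under the same number correlated at -0.043 to 0.056 across genes. A replicate block gave 194, 892, 11374, 39, 11692, 62, 204, 0, 12698, 12623, 78, 8972 and 9253 calls, in the order IFN in T47D-co and T47D-Y, R5020 in each, R5020 with IFN in each, their interaction in each, the lines without and with IFN, line with IFN and line with R5020. The interaction of R5020 with IFN in T47D-Y called 0 under each alternative that uses all 24 libraries, voom weights included. The term for the 4 libraries with a merged mitochondrial entry at 0 gave 165, 768, 11094, 42, 11661, 58, 139, 0, 12677, 12601, 82, 8398 and 9182 in that order. It ended the calls of IFIT3 (1.67) and MKI67 (0.13) for IFN in T47D-co and lost 2 list tests. Planned count-based tests were not run. Genes that reached 10 scaled fragments in fewer than 3 libraries were not tested.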

Other observations

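The tests in this part were chosen after the result was seen, except that of aryl hydrocarbon receptor targets, fixed before their values were.

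Transcripts that T47D-co holds at a high level appeared in trace amounts in T47D-Y. ALB had means of 7.93 scaled fragments in T47D-Y without treatment, 5.54 with R5020, 30.7 with IFN and 23.8 with both, against 34910, 28650, 35050 and 27750 in T47D-co. GFRA1 had 1.35, 2.80, 5.74 and 6.33 in T47D-Y. Of 9 genes at least 8 log2 units higher in T47D-co, 7 had a positive change with IFN in T47D-Y. Choosing genes by a line difference in untreated libraries favours such a rise, since those libraries are also its baseline. Of the 9, 3 were called up and 0 down, with a median of 0.583 in T47D-Y and -0.00677 in T47D-co.

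CYP1A1 fell with IFN in both lines, the third pattern weighed. A scale difference is argued against, because even the deposited scale moves the median gene in T47D-Y by only -0.474 and CYP1A1 fell by 1.94 ± 0.11. Lower aryl hydrocarbon receptor activity may be a candidate explanation, since CYP1B1 fell in both lines (-1.24 and -0.78) and TIPARP in T47D-co (-0.25, and -0.15 without a call in T47D-Y), but of 6 values of targets not seen before the test 0 were called down. The call of TIPARP was lost without T47D-co EtOH water replicate 1 or 2 or T47D-co EtOH IFN replicate 3 (-0.28 to -0.21 over 6 fits). The count of 0 decides nothing, because all values but that of NQO1 in T47D-co were negative, though small or uncertain. ALDH1A3 was lower in both lines (limma, -0.15 at an unadjusted p = 0.00331 and -0.12 at 0.0167), while NQO1 stood at 0.02 and -0.03. CYP1A2 stood at -0.23 ± 0.58 in T47D-co, although its means there were 1.949 scaled fragments with water and 2.279 with IFN. In T47D-Y it stood at -1.11 ± 0.58, with means of 24.62 scaled fragments with water and 10.81 with IFN. The planned bound of no called fall thus could not separate the alternatives.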
